# HiCUP: pipeline for mapping and processing Hi-C data

**DOI:** 10.12688/f1000research.7334.1

**Published:** 2015-11-20

**Authors:** Steven Wingett, Philip Ewels, Mayra Furlan-Magaril, Takashi Nagano, Stefan Schoenfelder, Peter Fraser, Simon Andrews

**Keywords:** Hi-C, CHi-C, Chromatin, Structure, Epigenetics, Genomics, Bioinformatics, Pipeline

## Abstract

HiCUP is a pipeline for processing sequence data generated by Hi-C and Capture Hi-C (CHi-C) experiments, which are techniques used to investigate three-dimensional genomic organisation. The pipeline maps data to a specified reference genome and removes artefacts that would otherwise hinder subsequent analysis. HiCUP also produces an easy-to-interpret yet detailed quality control (QC) report that assists in refining experimental protocols for future studies. The software is freely available and has already been used for processing Hi-C and CHi-C data in several recently published peer-reviewed studies.

## Introduction

Hi-C is a ligation-based proximity assay utilising the power of massively parallel sequencing to identify three-dimensional genomic interactions ^1^. The method (summarised in Figure 1a) involves fixing chromatin to preserve genomic organisation, followed by restriction enzyme digestion of the DNA. Overhanging single-stranded DNA at the ends of restriction fragments are then filled in with the concomitant incorporation of biotin. Fragments in close spatial proximity are ligated together generating a novel "modified restriction site" sequence (see Figure 1b). Following sonication the sheared ligated DNA fragments are enriched by streptavidin pull-down of the biotin residues, and then are ligated between sequencing adapters. The resulting molecule, termed a di-tag, should comprise two different DNA fragments separated by a modified restriction site. Since these two fragments were positioned close to each other during fixation, by analysing the composition of a population of di-tags generated by a Hi-C experiment it is possible to infer genomic three-dimensional organisation.

**Figure 1.**
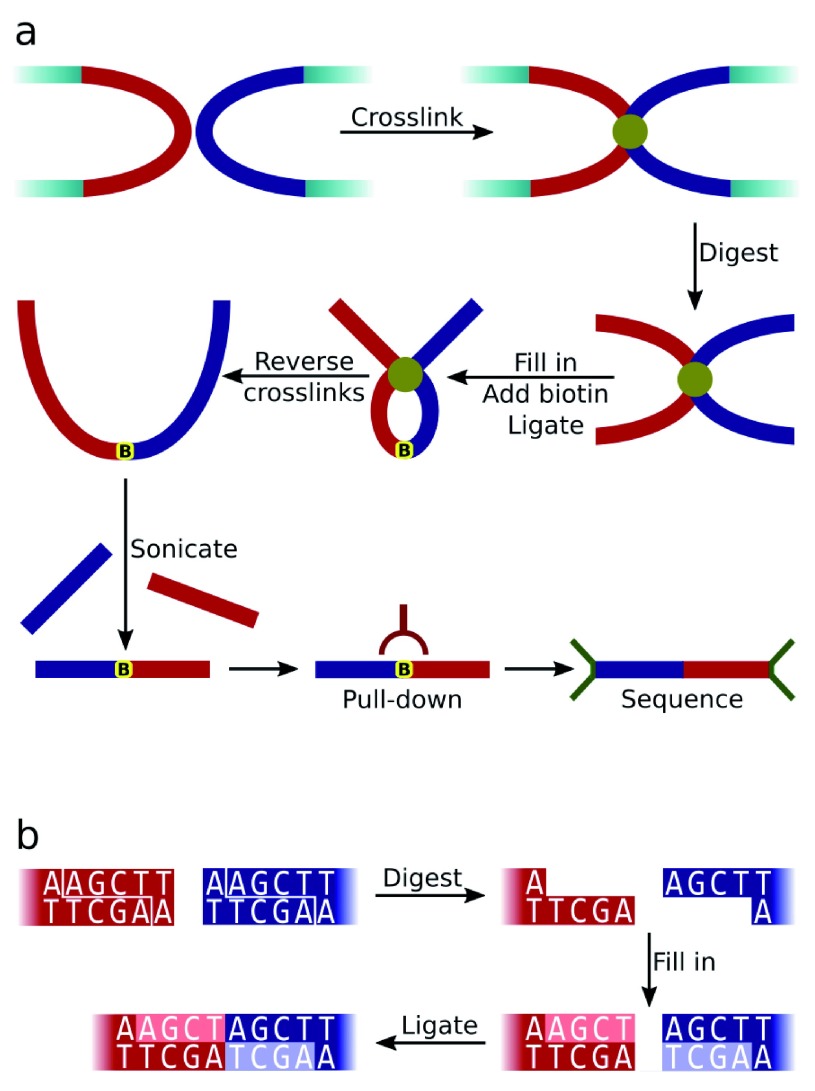
**a**) Diagram summarising the Hi-C experimental protocol. The red and blue rectangles represent cross-linked restriction fragments while the yellow marker shows the position of biotin incorporation. **b**) Generation of the Hi-C ligation junction sequence by successive digestion (with HindIII in this example), fill in and blunt-ended ligation steps. The modified restriction site sequence is not found in the original genomic sequence.

A recent variation of the protocol involves enriching Hi-C libraries for di-tags in which one or both reads align to pre-selected regions of a genome ^2– 4^. This Capture Hi-C protocol (CHi-C) is advantageous since Hi-C libraries are extremely complex and even with current high-throughput technologies often only a small proportion of a Hi-C library is sequenced. Selecting for di-tags in this way makes it possible to gain a more complete and higher resolution contact profile for loci of interest.

Reaching valid conclusions regarding genomic interactions requires Hi-C data to be mapped unconventionally (described below) as compared with most paired-end experiments. Following this, artefacts inherent to the Hi-C protocol should be removed. To meet these demands we developed HiCUP, an easy-to-use Hi-C bioinformatics pipeline which has few dependencies and is coded in Perl. HiCUP produces a detailed quality control (QC) report in an interactive HTML format, enabling the user easily to assess the quality of a library and how the experimental protocol may be improved in the future. HiCUP was designed for mapping Hi-C data and removing artefacts. It does not perform the normalisation and statistical tests needed to interpret Hi-C experiments, rather it is intended as the starting point of processing Hi-C datasets and should be used in conjunction with other Hi-C pipelines.

There are numerous packages available to perform different steps in the analysis of Hi-C data. These include Hicpipe ^5^, which is used to generate renormalised contact maps by correcting for pre-determined systematic biases, such as the GC content around the Hi-C ligation junction. Similarly, HiC-Lib ^6^ comprises a set of Python scripts for drawing corrected contact heatmaps, only this technique uses an iterative correction algorithm so that potential biases do not need to be identified prior to processing. Homer ^7^ also creates iteratively corrected heatmaps and includes extra features, such as scripts to identify topologically-associated domains (TADs). In addition, Fit-Hi-C ^8^ takes renormalized data to identify mid-range intra-chromosomal interactions; and GOTHiC ^9^, a Bioconductor package, performs a cumulative binomial test to identify contacts between distal genomic loci that have significantly more reads than expected by chance. Finally, CHiCAGO ^10^ is an open-source R package for interaction detection in CHi-C datasets. Many of the existing tools — including CHiCAGO, Hicpipe, Homer and GOTHiC — can take the output of HiCUP as input for the analyses they perform.

## Methods

### Implementation

HiCUP takes paired-end FASTQ files along with a FASTA reference genome and associated aligner indices and then reports valid di-tags in BAM/SAM format.

**Mapping:** The first stage in the HiCUP pipeline involves truncating reads at the modified restriction site (if present) that separates two DNA fragments. The rationale for this step is similar to that responsible for adapter trimming, namely to remove bases that would otherwise prevent a read mapping to the specified reference genome. After truncation, the resulting trimmed read sent for alignment should, in theory, represent a contiguous genomic sequence derived from a single restriction fragment (i.e. not a hybrid sequence comprising more than one restriction fragment).

HiCUP uses Bowtie ^11^ or Bowtie 2 ^12^ to map Hi-C di-tags, allowing only unique high-quality alignments. Since valid Hi-C reads do not represent one continuous genomic sequence, the pipeline maps forward and reverse reads independently and then re-pairs sequences in which both ends aligned unambiguously to the genome.

**Filtering:** HiCUP removes sequences representing experimental Hi-C artefacts and other uninformative di-tags, which is important since even a small number of invalid di-tags could lead to incorrect conclusions being drawn concerning genomic structure. HiCUP identifies and removes such sequences by positioning putative di-tags on an *in silico* digestion of the reference genome. The processes by which these artefacts are generated experimentally, and how HiCUP identifies them, are described below.

***Re-ligation of adjacent restriction fragments.*** The Hi-C protocol does not prevent entirely two adjacent restriction fragments re-ligating, but HiCUP discards such di-tags since they provide no useful three-dimensional proximity information. Similarly, multiple fragments could re-ligate forming a contig, but here paired reads will not map to adjacent genomic restriction fragments ( Figure 2b). Furthermore, it is possible that a genome may not be digested completely, also generating molecules spanning adjacent or multiple restriction fragments. Such species should be selected against during biotin pull-down but, nevertheless, are observed in processed datasets.

**Figure 2.**
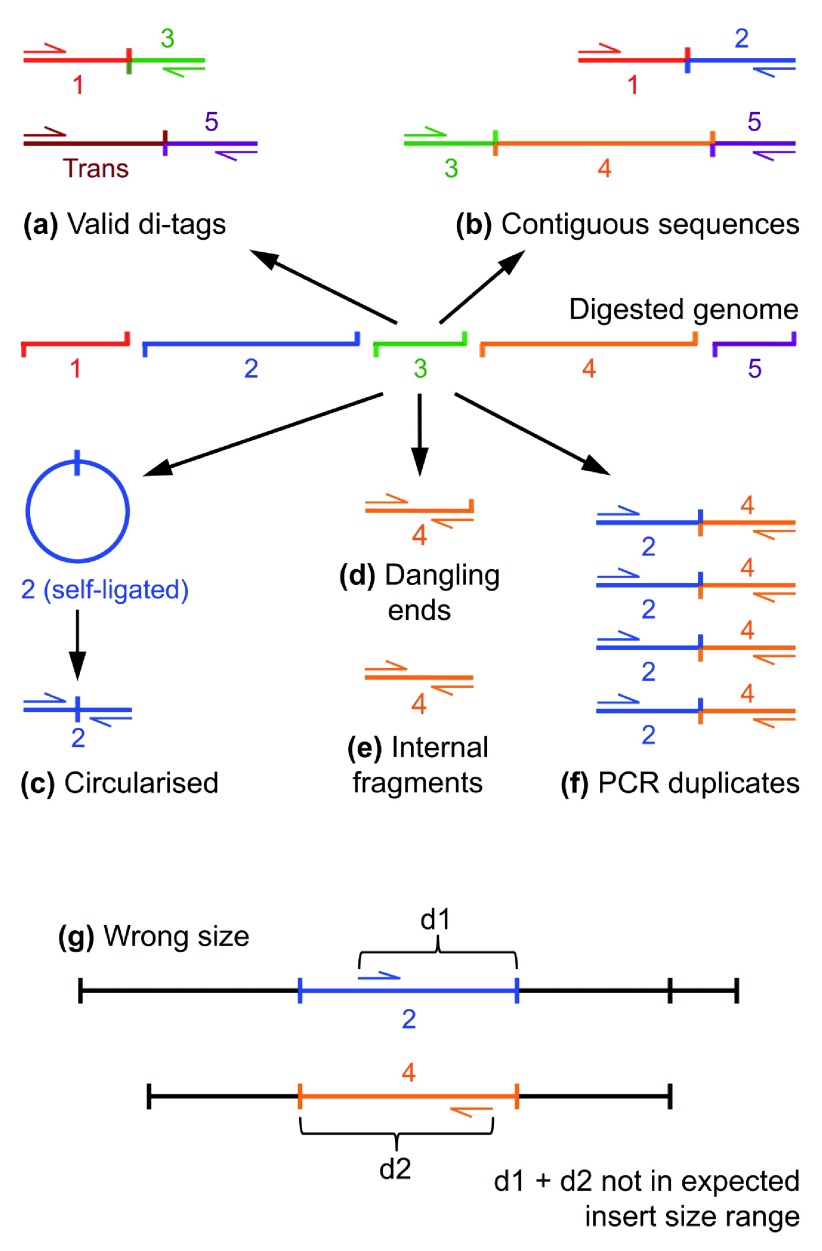
Overview of experimental artefacts generated by the Hi-C experimental protocol. The schematic shows the genome digested into 5 restriction fragments. These fragments may subsequently ligate to each other, or fragments derived from another chromosome, forming valid *cis* or *trans* di-tags respectively ( **a**). In contrast, re-ligation or incomplete digestion leads to the generation of invalid contiguous sequences ( **b**). Another common artefact occurs when the sequenced read-pair maps to a single restriction fragment ( **c**), ( **d**) & ( **e**). Further, PCR may result in a fragment being copied multiple times ( **f**). Di-tags are also rejected when the mapped reads are positioned too far away from the putative restriction enzyme cut-site than allowed by the experimental size-selection step ( **g**).

HiCUP takes the expected size range of the sample (which is predetermined by a di-tag length selection step during library construction) and identifies di-tags in which reads, when mapped to the genome, are separated by a distance falling within the size-selection range. Such di-tags are assumed to comprise a contig spanning several restriction cut sites, and so are discarded.

***Paired reads mapping to the same restriction fragment.*** Read pairs mapping to the same restriction fragment do not describe three-dimensional contacts and therefore should be discarded. A mechanism for generating such aberrant species is when fragments circularise by ligating to themselves and then, following sonication, form linear molecules possessing a valid Hi-C junction. Indeed, inadequate cross-linking can make this problem worse, increasing the frequency with which individual restriction fragments become separated and are therefore unable to ligate to other DNA molecules ^13^. These artefacts are identifiable because the read pairs that map to the same genomic restriction fragment are orientated away from each other when aligned to the reference genome ( Figure 2c). It is also possible for non-ligated DNA fragments to insert between sequencing adapters, despite the protocol being designed to minimise such events. Consequently, HiCUP identifies and removes these unwanted species by checking if the forward and reverse reads of a di-tag map to the same genomic restriction fragment, but unlike circularised fragments the reads are orientated towards each other. Furthermore, HiCUP divides this category into two sub-categories depending on whether the DNA fragment end overlaps a restriction fragment cut site. If the fragment end does overlap it is termed a "dangling end" ( Figure 2d), but if it does not it is termed an "internal fragment" ( Figure 2e). Overlapping a restriction enzyme cut site is important since it is here that biotin is incorporated and consequently a high proportion of dangling ends may be indicative of failure to remove biotin residues from non-ligated DNA fragments during the Hi-C protocol "chewback" step ^13^. A high proportion of internal fragments suggests the experimental protocol may be improved in some other way: since internal fragments are derived from DNA positioned away from the restriction enzyme cut-site, these fragments should not have incorporated a biotin tag during the Hi-C ligation step. If, however, the streptavidin pull-down was not efficient, it could be assumed that a large proportion of these internal fragments arose from the genomic background. Alternatively, the presence of these internal fragments may be explained by the aberrant incorporation of biotin, possibly a result of DNA restriction digestion at non-canonical sites.

***Validating insert size.*** HiCUP places aligned di-tags on an *in silico* digested genome to calculate the theoretical length of the Hi-C insert and removes those not falling within the range set by the size-selection step of the protocol ( Figure 2g). Explanations for such discrepancies include a read being incorrectly mapped or a putative di-tag containing multiple internal fragments or dangling ends. It is also possible that sequence variation between the sample DNA and reference genome leads to the loss or creation of restriction sites in the sample material. While such events are not common, the hallmark of restriction enzyme site generation is sometimes observed in Hi-C datasets, manifesting as an aggregation of reads orientated towards the novel restriction site.

***Hi-C protocol variations.*** The Hi-C protocol may be modified by substituting sonication for a second digestion step, using a different restriction enzyme. The HiCUP pipeline includes additional filters when following the double-digest protocol, since the start of every read should now correspond to a cut site (in contrast to sonication, which is essentially a random fragmentation process). Reads not beginning exactly at a cut site are removed. Furthermore, to be considered valid a di-tag should have been generated by blunt-ended ligation between fragment ends created by the first restriction enzyme used in the protocol.

***PCR duplicates.*** Considering the huge number of theoretical pairwise interactions, it is likely that observed duplicate di-tags are the result of PCR amplification ^13^ (as demonstrated in the Results section). These duplicates will unduly strengthen the case for a given genomic interaction and therefore HiCUP removes all but one representative copy of the di-tag ( Figure 2f).

**Pipeline output:** the final valid dataset is in BAM/SAM format, with read pairs constituting a di-tag placed on adjacent lines within the file. This format is readily amenable for post-pipeline visualisation and analysis.

The relative abundance of the different classes of di-tag produced by the Hi-C assay are a direct result of the experimental protocol and therefore provide a useful QC diagnostic to identify ways in which the procedure may be improved. To enable users to benefit from these observations, HiCUP provides statistics documenting each step of the pipeline.

### Operation

HiCUP should be run on a Unix-based operating system (tested using CentOS v6.2) with Perl (tested using v5.10.1) installed. The pipeline requires a functional version of Bowtie (tested using v1.1.0) or Bowtie 2 (tested using v2.2.5) for mapping reads to a specified reference genome. Compression of SAM files to BAM format requires SAMtools (v0.1.18 or later). HiCUP may also compress or decompress files using gzip (tested using v1.3.12). For full functionality HiCUP requires the statistical programming language R (tested using v3.1.2). We recommend each file processed in parallel is allocated at least 5GB RAM.

The main body of the pipeline consists of four Perl scripts each performing a specific task. The first stage is the truncation step in which the putative Hi-C ligation junction is identified and reads are cut at this point. The second stage involves mapping reads independently and then pairing each read with its counterpart. The third stage filters out di-tags that are Hi-C artefacts, and the final de-duplication step involves removing identical di-tags. There is also a HiCUP master script that regulates data flow and executes each step of the pipeline ( Figure 3).

**Figure 3.**
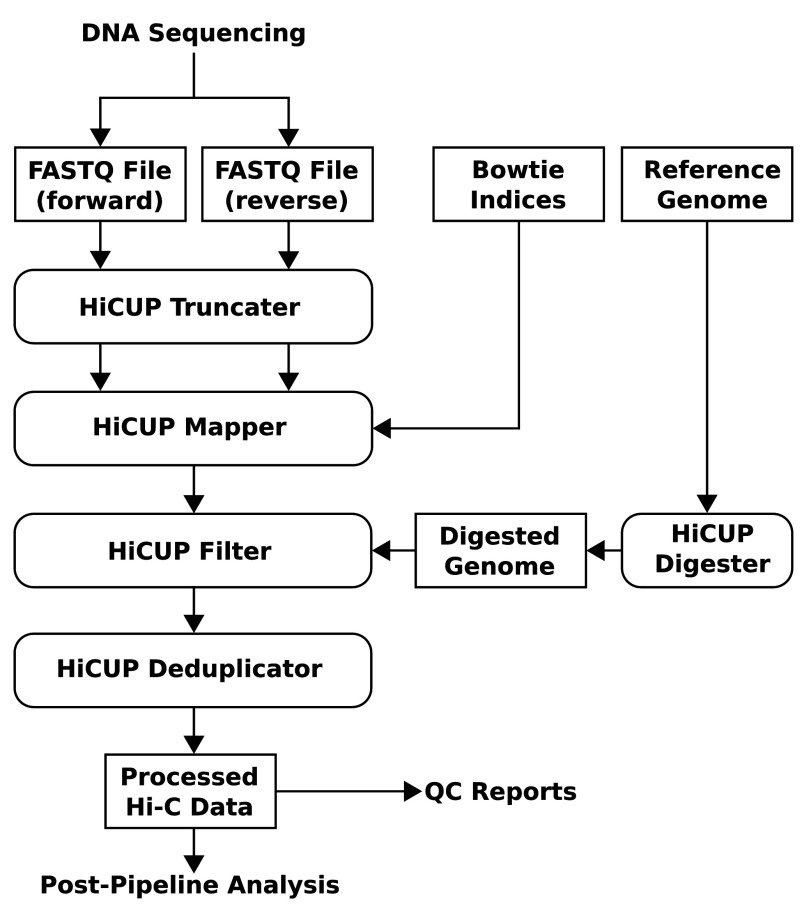
Flow diagram summarising the HiCUP pipeline. HiCUP takes FASTQ files generated by DNA sequencing and produces cleaned mapped data accompanied with QC reports. The bulk of the pipeline comprises 4 scripts: Truncater, Mapper, Filter and Deduplicator. These are executed in turn by the HiCUP master script which controls data flow through the pipeline. (The diagram uses rectangles with angled or rounded edges to represent data files or HiCUP Perl scripts respectively.)

## Results

### Duplicate di-tags are PCR artefacts

As discussed previously, the final stage of HiCUP removes — retaining one copy — duplicate di-tags from the dataset. When considering the theoretical number of di-tags that may be generated it is reasonable to assume that exact duplicates are the result of PCR amplification and do not represent independent Hi-C ligation events. We addressed whether this assumption is valid with an experiment in which one of four barcode adapters were ligated randomly to both ends of a di-tag. We followed our standard Capture Hi-C protocol ^2^, except that all four barcode adapters were mixed at equimolar ratios in the ligation reaction. The two technical replicates named here as Sample 1 (European Nucleotide Archive accession SAMEA2421737) and Sample 2 (European Nucleotide Archive accession SAMEA2421733) were CHi-C libraries of foetal liver cells from mouse (strain C57BL/6) embryos at day 14.5 of development.

Assuming equal numbers of each barcode, all 16 barcode-barcode permutations should occur with equal frequency. Crucially, the barcodes are incorporated into the di-tags before PCR amplification, providing a test for the origin of the duplicates: those representing independent Hi-C events are most likely to possess differing barcodes ( Figure 4a), whereas di-tags with a single common origin amplified by PCR should have identical barcodes ( Figure 4b).

The two independent libraries were sequenced and the resulting FASTQ reads were classified by barcode i.e. the first four base pairs of the polynucleotide. The reads were mapped and filtered with HiCUP, but duplicates were retained. The barcode sequences were then quantified revealing that 71.3% corresponded to a pre-defined sequence in Sample 1 and 71.5% in Sample 2. Each valid barcode was then quantified. For both samples the barcode CCTT was most prevalent (Sample 1: 9,889,602; Sample 2: 16,368,793), and for both samples the barcode CGCT was the least common (Sample 1: 2,991,820; Sample 2: 5,002,346).

**Figure 4.**
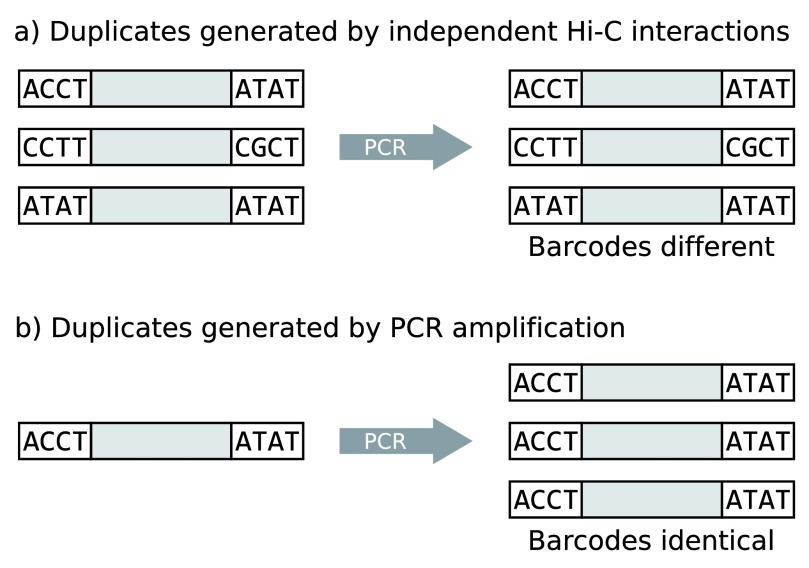
Experiment to determine whether Hi-C duplicates represent genuine independent interaction events or are the product of PCR amplification. The diagram shows di-tags (shaded rectangles) delimited by a pair of barcoded sequencing adapters.

Despite the deviation from the ideal and expected result in which all barcode combination frequencies were equal, it was still possible to address the source of duplicate di-tags. To achieve this, the barcode combination of each duplicate was recorded. Duplicates arising from PCR amplification should have had identical barcode combinations, in contrast to *bone fide* initial Hi-C interaction events. Table 1 shows the result of this quantification, demonstrating that the overwhelming majority of duplicate di-tags are delimited by identical barcode combinations, almost certainly a result of PCR amplification.

**Table 1.** Di-tags possessing one barcode combination. The Copies column refers to how many times a di-tag was observed in the dataset, the Di-tags column refers to the number of different di-tags observed with the specified number of copies, and the One column lists the percentage of di-tags in which all the copies possessed identical barcodes.

	Sample 1		Sample 2	
Copies	Di-tags	One(%)	Di-tags	One(%)
2	767,342	**99.4**	1,873,527	**99.6**
3	36,789	**99.0**	147,629	**99.4**
4	1,981	**98.6**	13,483	**99.3**
5	112	**96.4**	1,326	**99.1**
6	8	**100.0**	136	**100.0**
7	-	-	10	**100.0**
8	-	-	1	**100.0**

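Samples 3, 4 and 5 are Capture Hi-C (CHi-C) libraries, and their data were analysed here from the di-tags that the authors deposited after processing with HiCUP. The paper gives their source as mouse embryonic stem cells, which are pluripotent cells grown in culture. For Sample 3 the sample labels give the cell type as embryonic stem cells but the source as foetal liver cells, and the library was used as the paper describes it. The paper's text does not name Samples 3, 4 and 5 as biological or as technical replicates. In each library the chromatin was fixed with formaldehyde, digested with HindIII, filled in with biotin and ligated, so that each sequenced di-tag records the ends of a pair of ligated fragments. Each library has 1 list of di-tags with duplicates retained and 1 list with duplicates removed, and a line of a list gives the chromosome, position and strand of both reads of 1 di-tag. With duplicates retained, the lists hold 67919330 di-tags for Sample 3, 49196723 for Sample 4 and 45868446 for Sample 5. After de-duplication by the authors, 9376907, 8596799 and 8821161 di-tags remain. The lists come after read truncation, mapping of each read on its own, re-pairing of unique alignments and removal of Hi-C artefacts, as the paper describes for HiCUP; the aligner used for these libraries and the genome build are not given in the sources used here. Because no genome sequence was used here, contacts were counted between regions of 10 kb and not between restriction fragments. Di-tags with both ends in the same region were left out of the counts of region pairs. An interaction was called by a cumulative binomial test, the kind of test that the paper's introduction describes for GOTHiC. The probability of a region pair was taken from the share of all di-tag ends in each of its regions, a pair needed at least 2 di-tags, and the Benjamini-Hochberg adjusted p had to be under 0.05 over all possible pairs of covered regions. Between 240160 and 240654 regions were covered, which makes from 28838292720 possible pairs in Sample 3 to 28957053531 in Sample 5. The CHiCAGO pipeline and the bait design were not used here, and the binomial test takes account of the coverage of a region but not of the distance between regions. Each library was tested on its own, and means are given with the SD over the 3 libraries. With 3 libraries, a two-sided exact sign-flip permutation test cannot give a p below 0.25. Confidence intervals cover at most counting error, since the di-tags of these libraries carry no molecular identifier.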

To assess the impact of retaining duplicate di-tags we detected significant interactions in HiCUP-processed CHi-C datasets using the CHiCAGO pipeline (five datasets were processed: Samples 1 and 2 are described previously and Samples 3, 4 and 5 were generated from mouse embryonic stem cells and have the Gene Expression Omnibus accession GSM1888519). The analysis showed that removing duplicate di-tags substantially reduced the number of called significant interactions (see Table 2). This was not surprising owing to the vast number of theoretical interactions, meaning that fragment-fragment contacts repeated only a small number of times were likely to be statistically significant.

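With duplicates retained, 4581620 interactions were called in Sample 3, 3616055 in Sample 4 and 3657648 in Sample 5. With duplicates removed, the same test called 121231, 148304 and 123110 interactions. The number of calls with duplicates retained was therefore 37.8 times that with duplicates removed in Sample 3, 24.4 times in Sample 4 and 29.7 times in Sample 5, on average 30.6 ± 6.75 times (SD, n = 3 libraries). The count was higher with duplicates retained in 3 of 3 libraries (exact sign-flip permutation test on the log2 ratio, two-sided p = 0.25, the smallest that 3 libraries allow). To set the difference apart from the number of di-tags, those with duplicates retained were thinned at random to the number of di-tags with duplicates removed. Only the total was matched, and the thinned sets held 4230858, 3818614 and 3991699 distinct di-tags, fewer than the lists with duplicates removed. In them 1753261, 1517616 and 1574904 interactions were called, or 12.5 ± 2.13 times (SD, n = 3) the number called with duplicates removed. Without any test, the number of region pairs seen at least 2 times was 17.2 ± 1.77 times higher with duplicates retained (4999794 against 310634 pairs in Sample 3). Scaling the expected count by the distance between the regions moved the ratio most. It left 2633, 2060 and 1960 calls with duplicates removed, against 4048096, 3306521 and 3397354 with duplicates retained, a ratio of 1625 ± 99.5 (SD, n = 3). The mean ratio was lowest among cis pairs of different regions, adjacent regions included, at 10.6. Single libraries had values between 6.61 and 18.2.

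**Figure D1:**
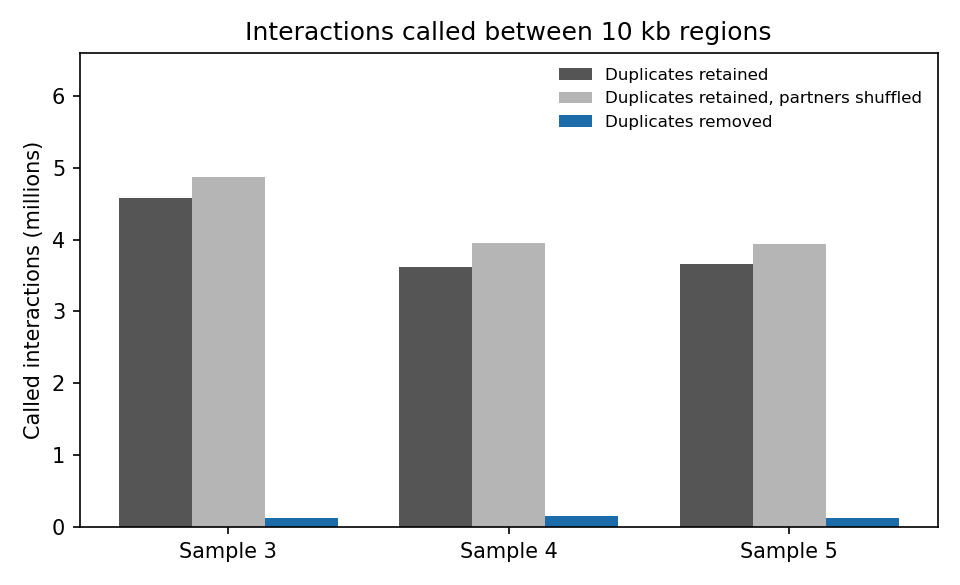
Number of interactions called between 10 kb regions in Samples 3, 4 and 5. Bars show the calls with duplicates retained, the mean of 5 calls on di-tags with duplicates retained whose second ends were shuffled among di-tags, and the calls with duplicates removed. In Sample 3 the bars stand at 4581620, 4867765 and 121231 interactions.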

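With duplicates removed, 8641793 different region pairs were seen in Sample 3, 7654492 in Sample 4 and 7968405 in Sample 5. Of these, 96.4%, 96.8% and 97.4% were seen only once. In each library the smallest number of di-tags in a called interaction was 2, the lowest count that could be called. Interactions with 2 di-tags made up 23.8% of the calls in Sample 3 and 35.5% of the calls in both Sample 4 and Sample 5, and those with 3 or fewer made up 60.4%, 63.4% and 63.5%. The median called interaction held 3 di-tags in every library. A region pair with exactly 2 di-tags was called in 13.6% of cases in Sample 3, 36.4% in Sample 4 and 34.9% in Sample 5. With duplicates retained, the share of region pairs seen only once fell to 42.1%, 49.0% and 50.4%. Of the pairs seen at least 2 times, 91.6%, 92.7% and 92.6% were then called, against 39.0%, 61.4% and 59.9% with duplicates removed. The median called interaction held 10 di-tags in Sample 3 and 8 in Samples 4 and 5.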

**Table 2.** Results of analysing HiCUP-processed CHi-C data with CHiCAGO. The table shows the number of statistically significant interactions identified in each of the datasets when duplicate di-tags are retained (Dups) or removed (No dups). The percentage of unique di-tags in each dataset is also shown. (*Unique corresponds to the percentage of di-tags retained after removing all but one representative copy of each di-tag.)

		

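The di-tags in the lists with duplicates removed made up 13.8% of those with duplicates retained in Sample 3, 17.5% in Sample 4 and 19.2% in Sample 5, on average 16.8% ± 2.77 (SD, n = 3 libraries). The exact (Clopper-Pearson) 95% binomial intervals of these percentages are narrower than the last digit given. They treat each line of a list as independent, which copies of 1 di-tag are not, so they do not measure the counting error. De-duplication took out 58542423, 40599924 and 37047285 di-tags. The percentage was also derived from the lists with duplicates retained alone, counting as 1 di-tag all lines with the same chromosomes, positions and strands in either order of the reads. This gave 9413360, 8631780 and 8851325 distinct di-tags, or 13.9%, 17.5% and 19.3%. The lists with duplicates removed lack 39213, 37659 and 32733 of these distinct di-tags. None of the lacking di-tags has both reads on the plus strand. The same lists still hold 2760, 2678 and 2569 exact copies. Whether de-duplication placed minus-strand reads by the same base as the lists was not tested. Counts of distinct di-tags and copies that involve such reads carry this doubt. Counting pairs with swapped reads as different di-tags moved the percentage most, to 18.9% ± 4.01 (SD, n = 3).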

Significant interactions	
Sample	Unique(%)*	Dups	No dups
1	95.2	166,255	49,365
2	92.3	328,336	69,394
3	13.8	3,830,718	12,419
4	17.5	2,931,635	5,041
5	19.2	2,988,112	3,527

Consequently, when considering that PCR results in certain di-tags being amplified disproportionately ^14^, and that only a small number of observed fragment-fragment contacts are needed to qualify an interaction as statistically significant, retaining PCR duplicates will lead to an erroneous interpretation of the data. Furthermore, this over-calling of significant interactions becomes more problematic as the proportion of duplicate di-tags increases.

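Copies were counted for each distinct di-tag in the lists with duplicates retained. A distinct di-tag was present in 7.22 copies on average in Sample 3, 5.70 in Sample 4 and 5.18 in Sample 5, with a mean over the libraries of 6.03 ± 1.06 (SD, n = 3). The median was 3, 2 and 1 copies. The variance of the number of copies was 12.2, 11.2 and 9.87 times its mean, whereas a Poisson distribution without its zeros and with the same mean gives 0.995, 0.981 and 0.970 times. A single copy was found for 42.4%, 49.4% and 50.9% of the distinct di-tags, against 0.533%, 1.95% and 3.00% under that Poisson distribution. At the other end, 27.1%, 20.6% and 18.6% of the distinct di-tags had 10 or more copies. The 1% most copied di-tags held 7.13%, 7.89% and 7.76% of all di-tags. Copies also differed with coverage, taking regions among the 10% most covered in both other libraries as a stand-in for captured ones. With neither end in such a region the mean was 3.14, 2.57 and 2.48 copies. With both ends in such regions it was 10.0, 8.64 and 7.82. Parts of the spread from unequal PCR and from capture were not separated. The most copied di-tag of Sample 3 had 163 copies and joined position 50604349 of chromosome 6 to position 18461108 of chromosome 10. In Sample 4 it had 134 copies and joined positions 88092696 and 88094962 of chromosome 18. In Sample 5 it had 112 copies and joined positions 7333541 and 7426411 of the X chromosome. Positions are those of the deposited lists, whose genome build is not given in the sources used here, so no gene is named at them.

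**Figure D2:**
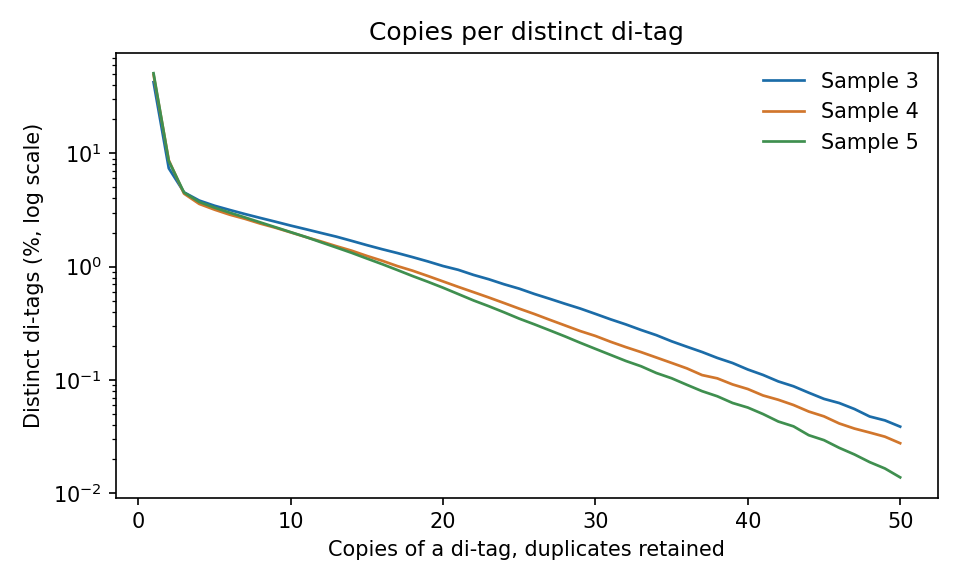
Share of the distinct di-tags (%, log scale) with each number of copies from 1 to 50, with duplicates retained, in Samples 3, 4 and 5. From 1 to 2 copies the share falls from 42.4% to 7.38% in Sample 3, from 49.4% to 8.71% in Sample 4 and from 50.9% to 8.54% in Sample 5, and it declines slowly after that.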

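Of the interactions called with duplicates retained, 92.9% in Sample 3, 92.7% in Sample 4 and 93.8% in Sample 5 held 1 distinct di-tag and therefore rested on copies of 1 sequence pair, on average 93.2% ± 0.596 (SD, n = 3 libraries). The alternative that moved this share most was the restriction to cis pairs, with 80.2% ± 5.44. Such an interaction with the most copies had 154 di-tags in Sample 3, between 157240000 and 157249999 on chromosome 2 and between 49770000 and 49779999 on the X chromosome. In Sample 4 it had 112 di-tags and joined 22820000 to 22829999 on chromosome 6 with 87850000 to 87859999 on chromosome 17. In Sample 5 it was the region pair of the most copied di-tag. The calls made with duplicates retained were cis in 46.4%, 26.7% and 23.0% of cases, against 95.6%, 95.9% and 95.2% with duplicates removed. Of the calls with duplicates retained, 5.56%, 7.24% and 6.55% were also called in another of the 3 libraries (6.45% ± 0.846, SD, n = 3). With duplicates removed the share was 39.4%, 45.3% and 51.1% (45.3% ± 5.83), a difference larger than the spread between the libraries. The test takes no account of distance, so regions close together can be called in every library. Sharing was not counted among calls with an expected count by distance. In all 3 libraries, 91146 interactions were called with duplicates retained, or 0.797% of the 11431775 called in any library, and 27259 with duplicates removed, or 9.40% of 290071. The number of calls shared by all libraries was thus higher with duplicates retained, although their share was lower. Of the 27259 interactions, 369 were cis pairs at least 100 kb apart. Ranked by the smallest of their counts in the 3 libraries with duplicates removed, the first 3 were on chromosome 1, between the region from 85270000 to 85279999 and the adjacent regions from 87480000 to 87489999 and from 87490000 to 87499999, and on chromosome 7, between 85920000 to 85929999 and 86030000 to 86039999. The first of these had 63, 81 and 118 di-tags with duplicates removed and 67, 88 and 125 with duplicates retained. The pair on chromosome 7 had 9, 9 and 8 with duplicates removed and 164, 137 and 132 with duplicates retained. As a set without true interactions, the second ends were shuffled among the distinct di-tags of each library, each di-tag keeping its copies. With copies kept, 4867765, 3947917 and 3945061 interactions were called on average over 5 shuffles, more than in the unshuffled libraries, with an SD over the shuffles of at most 781. With 1 copy of each distinct di-tag, 0 interactions were called in each of the 5 shuffles of each library. Shuffling joins ends by coverage alone, which is what the test assumes, so about 0 calls without copies followed by construction. It also removes the decline of contacts with distance. The shuffles therefore do not measure false calls in the real lists with duplicates removed. From unequal amplification of di-tags by PCR and the small number of contacts that an interaction needs to be significant, the paper reasons that retaining duplicates leads to an erroneous reading of the data.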

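The share of duplicates was varied within each library by thinning the di-tags with duplicates retained at random, which also lowers the depth. Duplicates were counted as copies of a distinct di-tag beyond the first. At 10% of the di-tags, 47.2% were duplicates in Sample 3, 42.9% in Sample 4 and 40.0% in Sample 5, and in the full lists 86.1%, 82.5% and 80.7% were. Over this range the number of calls with duplicates retained, less the number with 1 copy of each di-tag, rose from 1265740 to 4451901 in Sample 3, from 878471 to 3457577 in Sample 4 and from 827114 to 3526484 in Sample 5. It rose at each of the 4 steps in every library. The ratio of the calls with and without duplicates rose and then fell: it was 36.6, 21.6 and 26.3 at 10% of the di-tags, highest at 25% with 41.1, 26.3 and 32.6, and 35.3, 22.8 and 27.9 in the full lists. The ratio at full depth was 1.03 ± 0.0534 times that at 10% (SD, n = 3 libraries), so between these end points the change was within the spread between the libraries. At an adjusted p under 0.001 it was 1.74 ± 0.201 times, with an increase in 3 of 3 libraries. At that threshold the ratio was highest at 50% of the di-tags, with 64.7, 38.8 and 47.2, and lower in the full lists, with 60.8, 36.1 and 43.9. Across the full libraries, Sample 3 had the largest share of duplicates and the highest ratio, whereas Sample 4 had a larger share of duplicates than Sample 5 and a lower ratio.

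**Figure D3:**
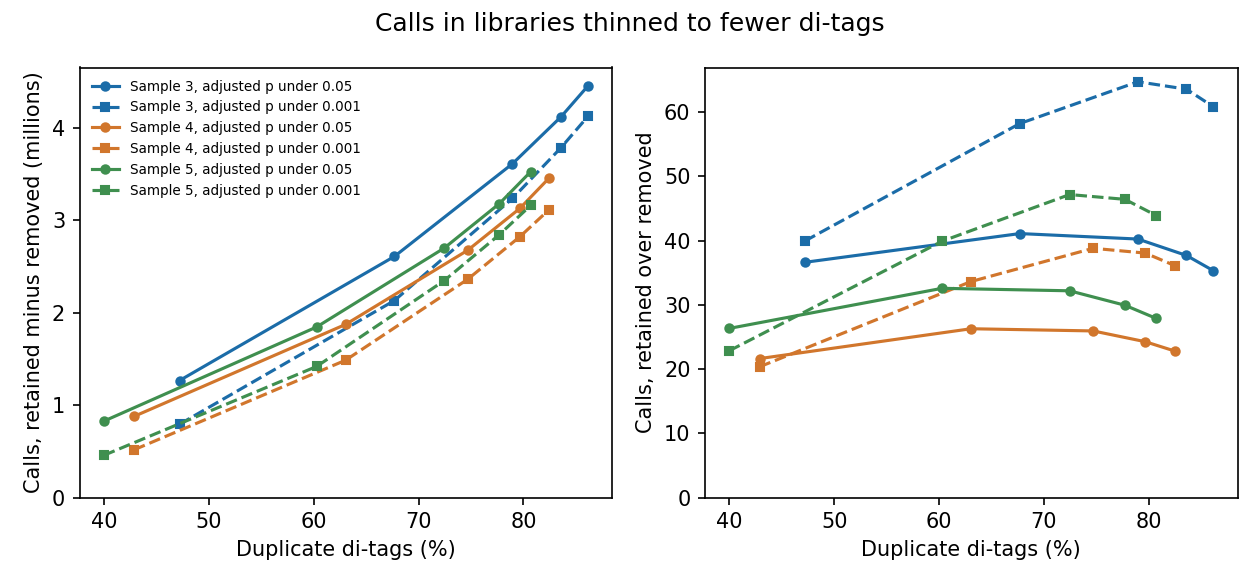
Interactions called in Samples 3, 4 and 5 after thinning to 10, 25, 50, 75 and 100% of the di-tags, at adjusted p under 0.05 (circles, solid lines) and under 0.001 (squares, dashed lines), against the share of duplicate di-tags (%). The left panel gives the calls with duplicates retained minus those with 1 copy of each di-tag and reaches 4451901 interactions in Sample 3; the right panel gives the ratio of both counts, which is 35.3 in Sample 3 at full depth and an adjusted p under 0.05.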

## Use cases

HiCUP was used to process several Hi-C datasets available on public repositories. Table 3 summarises the results. The bacterial sample was a species of *Caulobacter crescentus* (SRR824843) ^15^; human refers to *Homo sapiens* (SRR027963) ^1^; fruit fly refers to *Drosophila melanogaster* (SRR389762) ^16^ and yeast was a strain of *Schizosaccharomyces pombe* (SRR1271321) ^17^.

**Table 3.** Summary results of processing previously published datasets with HiCUP. Each value is represented as a percentage of the reads or read-pairs processed at the given stage of the pipeline. (*Unique corresponds to the percentage of di-tags retained after removing all but one representative copy of each di-tag.)

Sample	Bacteria	Human	Fruit Fly	Yeast
Truncated	7.9	7.2	0.0	8.9
Unique map Multi-map Paired Valid pairs Circularised Dangling ends Same internal Re-ligation Contiguous Wrong size	93.3 1.2 84.1 73.2 0.9 6.7 12.2 5.7 1.1 0.2	59.3 11.7 33.4 65.2 0.8 3.8 8.6 1.7 0.1 19.9	63.8 27.4 54.4 34.8 0.2 5.5 26.5 17.9 12.2 2.9	80.6 4.0 68.1 17.1 3.7 17.1 56.6 2.1 0.1 3.4
Unique* Trans	64.1 0.0	99.6 53.9	61.5 21.1	98.4 15.1

The table shows key statistics produced by HiCUP when processing Hi-C datasets. All the samples except Fruit Fly (in which the protocol did not include the fill-in/blunt-ended ligation step) show an appreciable percentage of truncated reads, meaning that the Hi-C ligation junction sequence was identified. Failure to detect the ligation junction sequence after following a standard Hi-C protocol provides a first indication that the Hi-C library is of poor quality. The samples mapped with variable efficiency to their respective reference genomes and the percentage of valid di-tags also varied considerably, but the yeast sample is particularly noticeable in returning a high proportion of internal fragments. This may be the result of additional technical difficulties in generating Hi-C libraries from yeast cells, requiring certain areas of the protocol to be further refined for reasons discussed previously.

## Discussion

HiCUP is software tailored for processing Hi-C data and has been publicly available for several years. HiCUP maps sequence data in a manner optimised for the Hi-C protocol and then removes commonly encountered experimental artefacts which could otherwise lead to incorrect inferences being made about the conformation of a genome. Furthermore, HiCUP provides statistics summarising each stage of the pipeline which may help in refining the experimental protocol. For example, a high proportion of circularised di-tags suggests inadequate cross-linking, whereas a high proportion of dangling ends implies the chewback step to remove biotin from unligated restriction fragments was inefficient ^13^. The summary statistics also include the proportion of *trans* (inter-chromosomal) interactions to *cis* (intra-chromosomal) interactions. A high *trans/cis* ratio is indicative of a poor library, since spurious ligation events will tend to be between genomic loci on different chromosomes ^18^.

HiCUP is flexible, allowing the user to specify numerous parameters and the final output is in the commonly used BAM/SAM format: which is compatible with, or may be converted to a format compatible with a myriad of analysis tools. Indeed, HiCUP has already been used to process and analyse Hi-C and CHi-C data in conjunction with GOTHiC ^2– 4^, Homer ^18, 19^ and Hicpipe ^18^. One recent study used HiCUP-processed Hi-C data to shed light on how GWAS SNPs found in genome deserts may modulate gene activity ^20^. Another publication characterised architectural changes in genome organisation in age-related cellular senescence ^19^. HiCUP was also used in a study to compare the efficiency of two different Hi-C protocols ^18^. Finally, four other research articles pioneered targeted Hi-C capture techniques, enriching for gene promoter-containing fragments to elucidate regulatory networks in mice ^2, 4, 21^ and humans ^3^. In addition to these studies, HiCUP is being used to process data in numerous ongoing projects and is under active development to meet the demands of the burgeoning fields of Hi-C and CHi-C in furthering our understanding of three-dimensional genomic structure, organisation and regulation.

## Software availability

1. URL link to where the software can be downloaded from or used by a non-coder: www.bioinformatics.babraham.ac.uk/projects/hicup
2. URL link to the author’s version control system repository containing the source code: www.bioinformatics.babraham.ac.uk/projects/hicup
3. Archived source code as at time of publication: http://dx.doi.org/10.5281/zenodo.33388 ^22^
4. Software license: GNU GPL v3 or later.

How the deposited data were processed for this re-analysis (not part of the article)

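CHi-C di-tags were analysed for Samples 3, 4 and 5 of the paper; Samples 1 and 2 and the public datasets of Table 3 were not analysed here. The authors deposited, for each library, 1 list of di-tags with duplicates retained and 1 list with duplicates removed. The lists hold no measured level: each line is 1 di-tag with the chromosome, base position and strand of both reads, and the measure is the number of lines. Before depositing them, the authors truncated reads at the ligation junction, mapped the reads of a pair independently with Bowtie or Bowtie 2, kept pairs in which both reads aligned uniquely, and discarded artefact di-tags with HiCUP. The lists with duplicates removed also passed the de-duplication step of HiCUP. Which aligner and version, which size range and which genome build were used for these libraries is not given in the sources used here. On 10 of the numbered chromosomes the positions run past the last gene of the GRCm38 gene table that was at hand, with 152524262 as the largest position on chromosome 7 against a last gene end of 145324059, so its coordinates were not used and no gene is named.

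All 3 libraries were assigned to mouse embryonic stem cells, as the paper states. The source given for Sample 3 in the sample labels is foetal liver cells, against its own cell type label and the paper. The libraries were treated as 3 samples of 1 group, each analysed on its own and summarised by the mean, the SD and the range. The main comparisons are between duplicates retained and duplicates removed within each library. Single libraries were also compared with one another in shared di-tags, shared calls and di-tag ends per chromosome, without a test between groups of samples.

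A distinct di-tag was defined by the chromosomes, positions and strands of both reads in either order. Its copies were counted in the list with duplicates retained. Positions were used as listed, and which base of a minus-strand read they give was not tested. Copies, shared di-tags and bp offsets that involve such reads carry this doubt. The genome was divided into regions of 10 kb, since restriction fragments could be placed only with the genome sequence, and di-tags with both ends in 1 region entered the coverage but not the counts of pairs. For each pair of regions with at least 2 di-tags, a cumulative binomial test gave the probability of at least as many di-tags out of all di-tags of the library, with 2 times the product of both regions' shares of all di-tag ends as the probability per di-tag. The p-values were adjusted by the Benjamini-Hochberg method over all possible pairs of covered regions, and pairs with an adjusted p under 0.05 were called. The test was run on the authors' lists with duplicates retained and with duplicates removed. In the thinning series and in the shuffled sets, the count without duplicates was made from 1 copy of each distinct di-tag, which for the full libraries gives 129719, 158478 and 131164 calls. Second ends were shuffled among distinct di-tags with fixed seeds, 5 times per library. CHiCAGO, which the paper used, was not run here. The binomial test does not model the decline of contacts with distance, and it treats each di-tag as an independent observation, which copies of 1 di-tag are not.

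Before the data were examined, the calling procedure, most of the alternatives and a rule for the sites to be named were fixed. The rule named the most copied di-tag of each library, the region pair with 1 distinct di-tag and the most copies among the calls with duplicates retained, and the 3 cis region pairs at least 100 kb apart that were called with duplicates removed in all 3 libraries and had the highest smallest count. The alternatives changed the threshold, the minimum number of di-tags, the region size, the number of tests, the expected count, the di-tags or regions used, the depth, the definition of a duplicate and the libraries included. Analyses restricted to di-tags with both reads on the plus strand, copies counted with the order of the reads kept, and an extrapolated rate of coincidences were added after seeing the data. So were the tests on chromosomes 8 and Y, on the distance of shared di-tags, on the order of the reads and on chimeras.

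The calling procedure was tested on simulated data. As many di-tags as Sample 3 has with duplicates removed were drawn, both ends at random by the coverage of its 240160 regions. Then 10 di-tags were added at each of 200 region pairs. With 1 copy of each di-tag, 100% of the 200 pairs were recovered among 202 calls, of which 2 were pairs without added di-tags. When each di-tag was given the copy number of a random real di-tag, 100% of the pairs were again recovered. However, 4870342 interactions were then called, of which 4870142 were pairs without added di-tags. The 10 added di-tags exceed the median of 3 in a real call with duplicates removed, so recovery of typical calls was not tested. The simulated di-tags have no decline with distance, so the simulation does not measure false calls in the real libraries. Depth was between 45868446 and 67919330 di-tags per library with duplicates retained and between 8596799 and 9376907 with duplicates removed. Shares of di-tags are given with exact (Clopper-Pearson) 95% intervals, which cover at most counting error. For the percentage of unique di-tags these treat copies of 1 di-tag as independent. Comparisons over the 3 libraries used an exact sign-flip permutation test, which cannot reach a p below 0.25. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, PyArrow 21.0.0 and Matplotlib 3.10.9.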

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

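The tests on chromosomes 8 and Y and the test on the distance of shared di-tags were chosen after the results were seen; the test of carry-over between libraries was set before.

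A signal that the paper does not analyse is the presence of exactly the same di-tag, with the same positions and strands of both reads, in separate libraries. Samples 3 and 4 shared 776 distinct di-tags (exact Poisson 95% interval 722 to 833), Samples 3 and 5 shared 711 (660 to 765) and Samples 4 and 5 shared 1694 (1614 to 1777), out of between 8631780 and 9413360 distinct di-tags per library. Carry-over of molecules or misassignment of reads between libraries would draw shared di-tags from all di-tags alike, and between 52.0% and 71.6% of the di-tags of a library with duplicates removed are trans. Of the shared di-tags, at most 0.708% were trans, which argues against either as the main source. The shared cis di-tags lay under 10 kb in at least 89.7% of cases, against 6.81% to 24.5% of all cis di-tags, and independent ligation at close sites that are joined often remains a candidate explanation. Wrongly mapped reads at repeated sequences were not tested, and the design gives no biological explanation to test.

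The number of di-tag ends per chromosome, which the paper does not analyse either, differed between Sample 3 and the other libraries. With duplicates removed, the share of ends on chromosome 8, set relative to the median autosome, was 1.28 times higher in Sample 4 than in Sample 3 and 1.28 times higher in Sample 5 than in Sample 3 (1.2847 and 1.27528). The other autosomes lay between 0.894 and 1.08 in the first comparison and between 0.879 and 1.08 in the second. For chromosome Y the ratios were 2.75 and 2.91, from 2856 ends in Sample 3, 7263 in Sample 4 and 7893 in Sample 5, and for the X chromosome they were 0.895 and 0.940. Between Samples 5 and 4 the chromosome 8 ratio was 0.998. Unequal amplification is argued against: it would need more copies per distinct di-tag on chromosome 8 in Samples 4 and 5 than in Sample 3, but relative to the median autosome the copies were at most 0.994 times those in Sample 3, among the other autosomes (0.984 to 1.05 in the first comparison and 0.982 to 1.04 in the second). A difference in the capture of a few regions is argued against too: outside the regions among the 10% most covered of any library, the lower chromosome 8 ratio was 1.31, above the highest other autosome in both comparisons (1.11 and 1.10). Each of the 14 stretches of 10 Mb on chromosome 8 lay above the median stretch of the other autosomes in both comparisons, with a lowest value of 1.13, although single stretches of other autosomes varied as widely and only 9 and 5 of the 14 exceeded their 95th percentile. A first form of this test, which counted such stretches, did not decide the question, and the ratio outside the most covered regions was put in its place after that was seen. Within the libraries, outside those regions, chromosome 8 had 1.19 times the ends per region of the median autosome in Samples 4 and 5, above the highest other autosome (1.17 and 1.14), and 0.920 times in Sample 3, where the other autosomes ranged from 0.875 to 1.29. These values are those that extra copies of chromosome 8 in part of the cells of Samples 4 and 5 would need, which is a hypothesis found and tested on the same data. Whether Sample 3 comes from other cells, as its source label says and the paper does not, was left undecided. The chromosome 8 ratio between Samples 5 and 4 outside the most covered regions (observed 1.00) cannot decide it. Both explanations need a value near 1 there. Extra copies of chromosome 8 alone would leave the Y ratios of 2.75 and 2.91 unexplained, and no test weighed these between the explanations. GC content was not tested, and the Y difference, which was 2.46 and 2.52 outside the most covered regions, stays unexplained.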

How the results depend on the processing

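Analyses restricted to di-tags with both reads on the plus strand, copies per di-tag with the order of the reads kept, and the extrapolated rate of coincidences were chosen after seeing the data; the other alternatives were set before the data were examined. Values are means over the 3 libraries unless libraries are named.

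More interactions were called with duplicates retained than with duplicates removed in every library under every alternative that was run, with a mean ratio from 10.6 to 1625 around the reported 30.6. The ratio was 47.9 at an adjusted p under 0.001, 40.5 with at least 3 di-tags and 97.7 with at least 5. It was 17.2 with the Benjamini-Hochberg adjustment over observed pairs only, 1625 with an expected count by distance and 10.6 among cis pairs. Among pairs with at least 1 region among the 10% most covered it was 39.5. It was 12.5 with the retained di-tags thinned to the number of removed di-tags, and 45.0 with both reads on the plus strand. With regions of 5 or 20 kb it stayed within the spread of the libraries. By construction, thinning lowers the depth with duplicates retained and the minimum of 5 di-tags removes the smallest counts; for the other changes the cause was not tested. Leaving out each library gave from 27.0 to 33.8.

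The number of calls itself depended on these choices. With duplicates retained it was within 1.5 times the reported count in every library, with some exceptions. These were cis pairs (2089790, 933222 and 808369), thinning, and both reads on the plus strand (1218351, 968844 and 976608, from fewer di-tags). With duplicates removed, the reported 121231, 148304 and 123110 calls became 67223, 87302 and 72536 at an adjusted p under 0.001, 91301, 95191 and 79068 with at least 3 di-tags, 28019, 35393 and 29462 with at least 5, 310362, 241226 and 205491 with adjustment over observed pairs, 2633, 2060 and 1960 with an expected count by distance, 94261, 88101 and 70756 with at least 1 of the most covered regions, and 17828, 31867 and 27040 with both reads on the plus strand.

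The ratio of region pairs seen at least 2 times, reported as 17.2, was 39.4 for pairs seen at least 3 times, 97.8 for at least 5 times, 5.82 for cis pairs, 19.4 with regions of 5 kb and 15.0 with regions of 20 kb, and from 16.1 to 17.7 with each library left out. The share of calls with 1 distinct di-tag, reported as 93.2%, was 96.2% with an expected count by distance and 80.2% among cis pairs. It was 93.9% with regions of 5 kb, 92.1% with 20 kb and 95.5% with both reads on the plus strand. With each library left out it was from 92.8% to 93.4%. It was above 50% in every library under each of these. The cause of these shifts was not tested.

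The share of calls also made in another library, with duplicates removed, moved from 45.3% to 53.1% at an adjusted p under 0.001 and to 63.0% with at least 5 di-tags, and it ranged from 42.4% to 48.2% with each library left out; with duplicates retained it stayed between 6.05% and 7.05% under these, with regions of 20 kb and with each library left out, the only alternatives run for it. Here the share counts each remaining library against both others. Shuffling partners within chromosomes gave a mean of 2.13 calls with 1 copy of each di-tag, against 0 when all partners were shuffled. The ratio of over-calling at full depth to that at 10% of the di-tags was 1.74 at an adjusted p under 0.001, against 1.03, and from 1.01 to 1.06 with each library left out. The cause of these changes was not tested.

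The number of di-tags shared by a pair of libraries, 1060 on average, was 1842 when both ends could differ by 1 bp, 5 for trans di-tags and 112 for di-tags with both reads on the plus strand, the last 2 being subsets. Leaving out each library leaves a single pair and gave from 711 to 1694; the highest is the pair without Sample 3. The expected share of copied di-tags that coincide by chance was 0.00148% with both reads on the plus strand, against 0.00319%, and 0.00641% when extrapolated to an offset of 0, which by construction follows the fall of the numbers with the offset. For the plus strand the cause was not tested. With the reported setting it was from 0.00274% to 0.00385% with each library left out.

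The percentage of unique di-tags, the copies per di-tag and the difference in trans share between duplicates retained and removed moved by less than the spread between the libraries under each alternative. The percentage of unique di-tags stayed between 15.6% and 18.9%, the copies per di-tag between 5.44 and 6.46, and the difference in the trans share between -1.85 and -1.06 percentage points. Regions of 10 kb were listed as an alternative to restriction fragments and are the setting reported, so that alternative adds nothing, and CHiCAGO was not run. Each comparison of duplicates retained and removed is paired within its library, and no unpaired alternative was run. The depth with duplicates removed limits the calls: between 96.4% and 97.4% of the region pairs were seen once, so most contacts were below the count at which a call can be made.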

Differences from the paper's values

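The number of significant interactions with duplicates removed differed from the paper's in all 3 libraries. For Sample 3 the paper gives 12419 and 121231 were called here, for Sample 4 the paper gives 5041 and 148304 were called, and for Sample 5 the paper gives 3527 and 123110 were called. The paper's counts come from CHiCAGO and those here from a binomial test between regions of 10 kb, which is a limit of the comparison and not a tested cause. None of the alternatives set before the data were examined brought the count within 1.5 times the paper's in any library. These were an adjusted p under 0.001, at least 3 or at least 5 di-tags, and the Benjamini-Hochberg adjustment over observed pairs only. The others were an expected count by distance, cis pairs, at least 1 of the most covered regions, and regions of 5 or 20 kb. With an expected count by distance the counts fell below the paper's, to 2633, 2060 and 1960, and with at least 5 di-tags they were 28019, 35393 and 29462, so the paper's counts lie between these settings. The restriction to di-tags with both reads on the plus strand, chosen after seeing the data, gave 17828 calls in Sample 3, within 1.5 times the paper's count, but 31867 and 27040 in Samples 4 and 5, which are not; it leaves out most di-tags, and which of the paper's own interactions it drops is not known, since these were not used here. In the paper's counts Sample 3 has the most interactions with duplicates removed and Sample 5 the fewest. Here Sample 4 had the most and Sample 3 the fewest. The order was that of the paper with an expected count by distance, with adjustment over observed pairs only, with at least 1 of the most covered regions and with regions of 20 kb, and it was another order in the other 5 alternatives.

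With duplicates retained, the counts here were within 1.5 times the paper's in each library. So were those under each alternative set before the data were examined, except cis pairs and thinning to the number of removed di-tags. The percentages of unique di-tags match those of the paper to the digit the paper gives.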

Other observations

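The tests on read order and on chimeras were chosen after related results were seen; the other tests of an explanation below were set before.

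A lower number of di-tags alone is argued against as the reason for the smaller number of calls after de-duplication. With equal numbers of di-tags, the calls with duplicates retained still exceeded those with duplicates removed by a factor of at least 10.2 in each library. Copies of single di-tags counted as repeated contacts remain the candidate explanation: at least 92.7% of the calls with duplicates retained held 1 distinct di-tag, a share that a majority of independent contacts would have kept below 50%.

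In each library the distinct di-tags with 1 copy form a separate excess over a long tail of copied di-tags. Their share differed with the capture of the ends, taking as enriched the regions among the 10% most covered in both other libraries. With neither end in such a region, 74.2% of the distinct di-tags of Sample 3, 76.7% of Sample 4 and 77.3% of Sample 5 had 1 copy, and with both ends in such regions 21.4%, 23.7% and 24.9% had. The smallest difference was 52.4 percentage points. A candidate explanation is that di-tags without a captured end mostly escape enrichment and enter the later amplification in fewer copies, but the bait design was not used here and the most covered regions only stand in for it. Shifted copies of amplified di-tags, from errors of sequencing or alignment, are argued against, because at most 0.671% of the 1-copy di-tags shared an end with a more copied di-tag and had the other end within 5 bp. Chimeras formed late in PCR are argued against as the source of all 1-copy di-tags, because such joins would be trans in at least 94.5% of cases, and the trans share of 1-copy di-tags was at most 78.0% in any library and class of ends. A part from chimeras is not excluded. In 7 of the 9 combinations of library and class, 1-copy di-tags were more often trans than those with 10 or more copies. With neither end in an enriched region, 55.9%, 68.9% and 72.6% of the 1-copy di-tags were trans, against 50.4%, 66.6% and 71.5%. With both ends in such regions the shares were 37.1%, 39.0% and 41.7%, against 35.4%, 39.6% and 43.6%. No biological explanation was tested.

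The order of the reads gives a test of the origin of the copies that needs no barcode, in libraries other than Samples 1 and 2 that the paper used for its barcode experiment. Over all di-tags of a library, the end that comes first in the genome was read first in 50.0% of cases in each library. If either order is equally likely at each site as well, independent ligation events that coincide to the base would share it in 50% of di-tags with 2 copies. Whether the order is even at single sites was not tested. The observed shares were 97.0% in Sample 3, 88.3% in Sample 4 and 88.0% in Sample 5, the lowest being 87.979% (exact 95% interval 87.9 to 88.1). For di-tags with 5 copies the order was the same in all copies in 96.3%, 79.9% and 79.7% of cases, against 6.25% for random order. The share was lower at 20 copies, with 91.5%, 51.9% and 45.8%, against 1.91e-04% for random order. If the order is even at single sites, these shares argue against independent events as the main source of exact copies. The most copied di-tags held both orders, with the lower end first in 81 of 163, 79 of 134 and 59 of 112 copies. Copies in both orders do not separate independent events from amplification of both strands of 1 molecule, and why Sample 3 has fewer of them was not tested.

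A second estimate came from pairs of distinct di-tags that share an end exactly while their other ends lie 21 to 50 bp apart on the same strand. Their mean number was taken per bp of offset, per direction and per choice of the shared end. If it also held at offset 0, there would be 100, 178 and 158 coincidences of independent events in Samples 3, 4 and 5. These are 0.00185%, 0.00408% and 0.00363% of the di-tags with at least 2 copies. The pairs fell with the offset, from 608 at 21 bp to 244 at 50 bp in Sample 3, so this mean is too low for an offset of 0. A line fitted to the logarithm of the numbers and extended to 0, chosen after seeing the data, gave 260, 326 and 302 coincidences (0.00480%, 0.00747% and 0.00696%). Whether the rate at 0 follows either form was not tested. Such pairs were more frequent at each offset from 1 to 9 bp, though with a dip at 3 bp. There were 12618, 10555 and 9882 at 1 bp and 16105, 10812 and 10230 at 2 bp. At 3 bp there were 1542, 1591 and 1475, and at 9 bp 4294, 4359 and 3865. The mean per offset from 21 to 50 bp was 401, 712 and 631. With both reads on the plus strand, there were 45, 112 and 127 pairs at 9 bp, against means of 30.8, 84.3 and 91.8. At 1 bp these plus-strand pairs numbered 3055, 2654 and 2554. Most of the excess at 9 bp was thus in di-tags with a minus-strand read. The cause was not tested.

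The share of trans di-tags, which the paper names as a measure of library quality, was 52.0% in Sample 3, 67.4% in Sample 4 and 71.6% in Sample 5 with duplicates removed (exact 95% intervals within 0.05 percentage points), or trans over cis ratios of 1.08, 2.07 and 2.52. With duplicates retained it was 49.9%, 66.2% and 70.7%, lower in 3 of 3 libraries, with a mean difference of -1.41 percentage points, retained minus removed (SD 0.626, n = 3; exact sign-flip permutation test, two-sided p = 0.25, the smallest that 3 libraries allow). The median distance of cis di-tags with duplicates removed was 3595544 bp in Sample 3, 171830 bp in Sample 4 and 155128 bp in Sample 5. The sample labels of Sample 3 disagree on its source, and no explanation of these differences was tested.

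The paper states that over-calling of interactions is more of a problem at a higher proportion of duplicates, and its Table 2 was read for counts that bear on this. Dividing the paper's counts with duplicates retained by those with duplicates removed gives 3.37, 4.73, 308, 582 and 847 for Samples 1 to 5. The paper names no measure of over-calling. Of the 10 pairs of datasets, 7 have the higher ratio in the dataset with more duplicates, and the other 3 pairs are those among Samples 3, 4 and 5, where the paper's percentages of unique di-tags are 13.8, 17.5 and 19.2. By the difference of the paper's counts, which is 116890, 258942, 3818299, 2926594 and 2984585, it is 9 of 10 pairs, the exception being Samples 4 and 5. In the calls made here, 2 of the 3 pairs of libraries have the higher value in the library with more duplicates, by the ratio as well as by the difference.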
